# *SDG712*, a Putative H3K9-Specific Methyltransferase Encoding Gene, Delays Flowering through Repressing the Expression of Florigen Genes in Rice

**DOI:** 10.1186/s12284-021-00513-9

**Published:** 2021-08-06

**Authors:** Siju Zhang, Hongjiao Hao, Xiaonan Liu, Yingying Li, Xuan Ma, Weiyin Liu, Rui Zheng, Shanshan Liang, Weijiang Luan

**Keywords:** Rice, *SDG712*, Flowering, Histone methyltransferase, Florigen

## Abstract

SET domain group (SDG) proteins have been identified to be involved in histone modification and participate in diverse biological processes. Rice contains 41 *SDG* genes, however, most of which have not been functionally characterized. Here, we report the identification and functional investigation of rice *SDG712* gene. Phylogenic analysis revealed that SDG712 belongs to the H3K9-specific SDG subclade. *SDG712* is highly expressed in leaves during reproductive growth stage with obvious circadian rhythmic pattern. Mutation of *SDG712* promotes rice flowering, while overexpression of *SDG712* delays rice flowering. Gene expression analysis suggested that *SDG712* acts downstream of *Hd1*, while acts upstream of *Ehd1*, *Hd3a and RFT1*. Subcellular localization assay demonstrated that SDG712 is localized in the nucleus. Chromatin immunoprecipitation (ChIP) assay showed that the H3K9me2 levels at *Hd3a* and *RFT1* loci were increased in *SDG712* overexpression transgenic plants, indicating that SDG712 may mediate the H3K9 di-methylation on these loci to repress rice flowering. Taken together, our findings demonstrated that *SDG712* is a negative flowering regulatory gene in rice, and it delays flowering through repressing key flowering regulator gene *Ehd1* and the florigen genes *Hd3a and RFT1*.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12284-021-00513-9.

## Background

Rice is an important food crop worldwide, which supplies more than half of the world’s population. Rice yield is restricted by various environmental factors, including photoperiod, temperature, nutrition, etc. Heading-date (or flowering time) is an important agronomic trait closely related to rice yield and regional adaptability; it is mainly modulated by photoperiodic signals and endogenous flowering regulatory genes. Rice is a facultative short-day (SD) plant, short-day induces the flowering while long-day (LD) represses the flowering. In the past decades, with the development of molecular genetics, several key genes have been identified to play important roles in photoperiodic flowering regulatory pathways in rice. *Hd3a* and *RFT1* are two important promoting genes of rice flowering (Komiya et al., 2008). They encode the florigens, a kind of small globular protein, synthesized in leaves, and transported into shoot apical meristem (SAM) cells, to promote rice flowering under SD and LD conditions, respectively. In SAM cells, florigens bind with 14–3-3 and OsFD1 protein, forming the florigen activation complex (FAC). Then, FAC binds to the promoter of floral identity genes, such as *MADS14* and *MADS15*, to induce the floral initiation (Taoka et al., 2011, 2013).

The expression of florigen genes are mainly regulated by several critical genes under SD and LD conditions. Under SD condition, *Hd1* encodes a zinc finger protein and acts as the upstream regulator to positively regulate the expression of florigen gene *Hd3a* (Yano et al., 2000). *Ehd1* encodes a B-type response regulator and up-regulates the expression of *Hd3a* to promote rice flowering under SD condition (Doi et al., 2004). Under LD condition, on the one hand, *Hd3a* was repressed by *Hd1* which serves dual functions with promoting rice flowering under SD and inhibiting rice flowering under LD conditions. On the other hand, *Ghd7* acts as a key repressor of *Hd3a* to inhibit rice flowering under LD condition (Xue et al., 2008; Zheng et al., 2019). Recent studies showed that *DTH8* encodes the HAP3 subunit of HF-YB protein and interacts with Hd1 and Ghd7 to repress the expression of *Hd3a* by the formation of Hd1-DTH8-Ghd7 complex (Cai et al., 2019; Wei et al., 2010). When the expression of *Hd3a* is repressed, *RFT1* serves as the major florigen gene to promote rice flowering under LD condition. *RFT1* is induced by *Ehd1* and *DTH2* under LD condition (Komiya et al., 2008; Wu et al., 2013). *Ehd1* was negatively regulated by *Hd1*, *Ghd7*, *DTH8 and DTH7*, and positively regulated by *Ehd2*, *Ehd4* and *Ehd3* (Xue et al., 2008; Wei et al., 2010; Gao et al., 2014; Matsubara et al., 2008, 2011; Gao et al., 2013).

In recent years, epigenetic regulation was reported to play important roles in plant growth and development (Jacob et al., 2009; Guo et al., 2010; Sui et al., 2012). In eukaryotic cells, lysine residues (K) of histone H3 subunit were prone to be acetylated or methylated. Acetylation of lysine residues generally promotes gene transcription, while methylation of different lysine residues has diversified effects (Thorstensen et al., 2011). In general, methylation of H3K4 and H3K36 promotes gene expression, while methylation of H3K9 and H3K27 represses gene expression (Thorstensen et al., 2011). The methylation process of lysine residues on H3 is conducted by histone methyltransferases (HMTase), and the methylation activity of HMTase is site-specific. The *SET domain group* (*SDG*) genes were identified to perform the activity of HMTase (Ng et al., 2007). Several *SDGs* were reported to be involved in the photoperiodic flowering pathways. In *Arabidopsis*, *AtSDG25* and *AtSDG26* both encode H3K4/H3K36-specific HMTases. *AtSDG25* represses flowering by activating the expression of *FLOWERING LOCUS C,* and *AtSDG26* promotes flowering by binding at *SOC1* locus (Berr et al., 2009, 2015). *AtSDG27* encodes a H3K4-specific HMTase and is involved in mediating the H3K4 tri-methylation at *FLOWERING LOCUS C* locus (Pien et al., 2008). *AtSDG8* encodes a H3K36-specific HMTase involving in H3K36 di-methylation at *FLOWERING LOCUS C* (Zhao et al., 2005). In rice, *SDG701* and *SDG723* encode H3K4-specific HMTases, promoting flowering by enhancing the expression of florigen genes and *Ehd3* (Choi et al., 2014, Liu et al., 2017). SDG723 also mediates the H3K4 tri-methylation at *Ehd1* locus by interacting with OsWD5a and SIP1 (Jiang et al., 2018a, b). *SDG708*, *SDG724* and *SDG725* encode H3K36-specific HMTases and promote rice flowering by inducing the expression of *Ehd1*, *Hd3a* and *RFT1* gene under SD and LD conditions (Sun et al., 2012; Sui et al., 2013; Liu et al., 2016). *SDG711* and *SDG718* both encode H3K27-specific HMTases to repress the expression of *OsLF* gene (a repressor of *Hd1*). *SDG711* delays flowering under LD condition, and *SDG718* promotes flowering under SD condition (Liu et al., 2014).

Rice genome contains 41 *SDGs*, most of which have not been functionally characterized, and no H3K9-specific *SDGs* have been reported to be involved in flowering regulation in rice (Shi et al., 2015). Here, we report that *SDG712* is a putative H3K9-specific HMTase encoding gene and is a negative regulator of rice flowering. Loss of function of *SDG712* promotes flowering while overexpression of *SDG712* inhibits rice flowering. The key flowering regulatory gene *Ehd1* and florigen genes *Hd3a* and *RFT1* are down-regulated in *SDG712* overexpression transgenic lines, suggesting that *SDG712* delays rice flowering through repressing key flowering regulator *Ehd1* and the florigen genes *Hd3a and RFT1*.

## Results

### SDG712 Is a Putative H3K9-Specific methyltransferase

In our previous studies, we identified a photoperiod-insensitive mutant *hd1–3*, in which *Hd1* gene was functionally deficient due to several deletions/insertions (Luan et al., 2009). To identify novel genes involved in flowering regulation, we performed microarray analysis to screen for the up- and down-regulated genes affected by *Hd1* mutation. 

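*Hd1*, which encodes a zinc finger protein with a CCT domain, had a lower array signal in *hd1–3* than in wild type under both day lengths. Under SD condition its signal was 142 in wild type and 60.5 in *hd1–3*, and under LD condition 89.3 in wild type and 5.40 in *hd1–3*. The log2 folds were -1.21 and -3.82, but 3 of these 4 signals were below 100, where the arrays are noisy. In limma over all 4 arrays, the difference of *Hd1* was -2.52 on the log2 scale (standard error 1.12, Benjamini-Hochberg adjusted p = 0.429), so it did not pass. Whether the probe set of *Hd1* lies in the parts of the gene changed in *hd1–3* is not given in the sources used here, so its direction is a weak check of the labels.
Leaves of 35-day-old plants of wild type Zhonghua11, a japonica rice cultivar, and of *hd1–3* were each measured on 1 Affymetrix Rice Genome Array under SD condition (light for 11.5 h and dark for 12.5 h, leaves taken 3 h after light) and 1 under LD condition (light for 15 h and dark for 9 h, leaves taken 5 h after light), at 28 °C. The time after light differs between the day lengths, so day lengths were not compared gene by gene. The authors processed the arrays with MAS 5.0, and each of the 57381 deposited signals per array is the linear intensity of 1 probe set, a group of short probes for 1 transcript. The mean signal after trimming 2% from each end was 500 on every array, the median signal was 66.4 and 67.0 in wild type and *hd1–3* under SD condition and 69.7 and 63.7 under LD condition, and 24083, 24152, 24717 and 24026 probe sets reached 100. As a sign of RNA quality, the signal of the 3′ over the 5′ probe set of a GAPDH control pair, chosen after the data were seen for its signals above 100, was 1.6 in wild type and 4.2 in *hd1–3* under SD condition and 1.5 and 4.2 under LD condition. For the other 4 control pairs of rice genes with all signals at 100 or more, of actin, cyclophilin and ubiquitin, the ratio differed between wild type and *hd1–3* by at most 1.24-fold. An EF1α pair and another GAPDH pair held signals below 100, so their larger differences between wild type and *hd1–3*, up to 5.98- and 6.41-fold, were not read.
Folds are given as log2 of signal + 1 in *hd1–3* over signal + 1 in wild type, over the 57194 probe sets left without 187 control probe sets. With 1 array per group no difference within a day length has a replicate check. The test across arrays was limma with Benjamini-Hochberg adjustment on log2(signal + 1), with genotype and day length as terms and 2 arrays per genotype, over the 28133 probe sets with at least 1 array at 100 or more. It has 1 residual degree of freedom per probe set, which is made of the difference between the SD and LD folds. Limma adds 8.29 degrees of freedom from the variance of all tested probe sets, so its small p-values rest mostly on that shared variance. Arrays of the same day length correlated more closely (r = 0.971 under SD and 0.972 under LD condition, across 20914 probe sets at 100 or more on all arrays, which are not independent replicates) than arrays of the same genotype (0.946 in wild type and 0.948 in *hd1–3*). Genes were named by a platform table that gives 1 gene for 22436 probe sets, several genes for 95 and none for 34850, and by Supplemental Table 1.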

The majority of genes do not have significantly differential expressions between the wild-type and the *hd1–3* mutant under either SD or LD condition (red bracket in Supplemental Fig. 1A). 

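Most probe sets differed by less than 2-fold between wild type and *hd1–3*, above all the bright ones. All 8 measured genes of a list of circadian clock and light input genes, fixed after the rows of Supplemental Table 1 had been seen, were within 2-fold under both day lengths. *OsLHY*, a morning clock gene, had log2 folds of -0.15 under SD and -0.07 under LD condition, and *OsGI*, the rice GIGANTEA gene, -0.04 and -0.05. *OsPRR1*, a pseudo-response regulator of the clock, had the largest difference of the list under SD condition, 0.64, and 0.21 under LD condition, at a signal of 86.5 in wild type under SD condition.
Among all 57194 probe sets, 16567 (29.0%) were above 2-fold under SD condition, 7926 higher and 8641 lower in *hd1–3*, and 15872 (27.8%) under LD condition, 7021 higher and 8851 lower (7815 and 7825 with quantile normalization). Neither day length passed 2-fold for 56.9% of the probe sets. Of the 24119 probe sets whose brighter array reached 100 in each pair, 1810 (7.50%) passed 2-fold under SD and 1487 (6.17%) under LD condition, and 89.3% in neither. At 500 or more, 404 and 325 of 13076 did, and 96.1% passed in neither. The spread of a log2 fold, taken from the difference between its SD and LD values, was 1.53 at mean signals under 50 and 0.17 at 5000 or more, so a 2-fold difference lies within the spread for dim probe sets.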

We identified 264 genes that showed above 2-fold expression changes in both SD and LD conditions (Supplemental Table 1). 

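*RALFL29* (LOC_Os10g42020), which encodes a secreted peptide of the RALF family, was among the genes that differed most between *hd1–3* and wild type in both day lengths. Its signals were 54.1 in wild type and 13444 in *hd1–3* under SD condition and 159 and 21282 under LD condition (limma adjusted p = 2.87e-07). Most of these genes had a signal below 100 in the lower genotype, where a fold has no exact size, so bounds with signals under 100 raised to 100 are given. *RALFL29* was at least 134-fold higher in *hd1–3* under SD condition. LOC4341223 was at least 34.2-fold higher under SD and at least 35.1-fold under LD condition, LOC4351132 at least 7.03- and 8.59-fold, LOC4350996 at least 5.10- and 7.02-fold, and LOC4340361 at least 5.53- and 10.5-fold. LOC4341119 had signals under 1 in wild type and of 176 and 165 in *hd1–3*, at least 1.76- and 1.65-fold higher (limma adjusted p = 0.578), so it did not pass. Among the lower genes, LOC4341377 went from 22329 to 446 under SD and from 26817 to 465 under LD condition, LOC_Os06g38320 was at least 44.1- and 28.1-fold lower, and LOC9268076 at least 4.01- and 9.25-fold. Of the probe sets with no gene named here, the highest in *hd1–3* was at least 30.0- and 13.1-fold higher, and the lowest at least 11.2- and 13.7-fold lower. The ranking took the smaller of the SD and LD folds with 1 added, which for dim signals rests on values without an exact size.
On the deposited signals 7802 of the 57194 probe sets were above 2-fold in both day lengths, 4298 in the same direction (1863 higher and 2435 lower in *hd1–3*, or 2137 and 2113 with quantile normalization) and 3504 in opposite directions, which noise alone would make equally frequent. Where the brighter array of each pair reached 100, 715 probe sets passed, 610 in the same direction (294 higher and 316 lower) and 105 in opposite directions; at 500 or more the count was 218, with 210 in the same direction. Limma called 583 probe sets at an adjusted p under 0.05, 306 higher and 277 lower in *hd1–3*, and 3288 had an unadjusted p under 0.05. Without the day length term it called 53. In fits that also lack that term, it called 76 without the wild type SD array, 48 without the *hd1–3* SD array, 84 without the wild type LD array and 61 without the *hd1–3* LD array. With the genotype labels exchanged within 1 day length it called 0, with 306 at an unadjusted p under 0.05; real genotype differences then enter the residual, which lowers that count. The 3′ over 5′ signal of the GAPDH control was also higher in *hd1–3* under both day lengths.
The paper cites Supplemental Table 1 for its genes, and the first 12.4% of the 16056 rows of that table were used here. In these, 264 rows pass 2-fold in both of the table's own fold columns, 224 of them in the same direction. On the deposited signals 212 of the 264 were above 2-fold in both day lengths, 195 in the same direction (87 higher and 108 lower in *hd1–3*), and limma called 155 of the 249 that were bright enough to be tested. The 264 rows were selected by folds on the same arrays, so these counts are no independent support for them. Across the 28133 probe sets tested by limma, which are not independent replicates, the SD and LD log2 folds had a Pearson r of 0.355 and a Spearman rho of 0.212. At signals of 500 or more r was 0.716 and rho 0.311. The paper used the arrays to screen for genes affected by the *Hd1* mutation, and identified those above 2-fold in both day lengths.

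**Figure D1:**
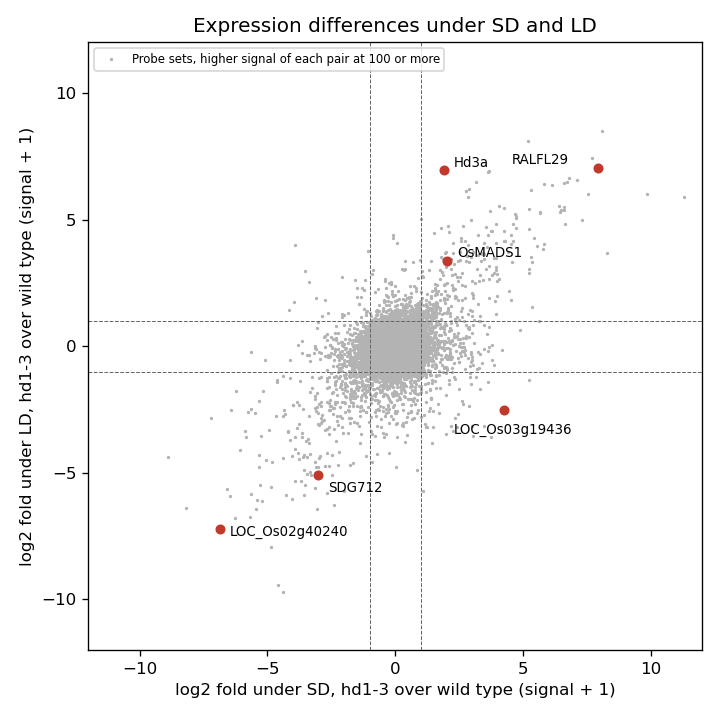
Log2 fold of signal + 1 in hd1-3 over wild type under SD condition (x axis) and LD condition (y axis) for the 24119 probe sets whose brighter array of each pair reached 100 (grey), with 6 genes in red and dashed lines at 2-fold. RALFL29 lies at the upper right and LOC_Os02g40240 at the lower left, SDG712 is lower and Hd3a and OsMADS1 are higher under both, and LOC_Os03g19436 is higher under SD and lower under LD condition.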

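Of 17 genes annotated as protein kinases among the genes of Supplemental Table 1 that pass 2-fold in both day lengths, 11 were above 2-fold lower in *hd1–3* in both on the deposited signals, 3 were above 2-fold higher, and 3 were not above 2-fold in both. Over all annotations 108 of the 195 in the same direction were lower. Of the 11, 4 have neighbouring locus numbers (LOC_Os01g02790, LOC_Os01g02810, LOC_Os01g02830 and LOC_Os01g02840), and LOC_Os06g16300 and LOC_Os06g16330 are numbered close to *Hd1* (LOC_Os06g16370). The probe sets of LOC_Os01g02790, LOC_Os01g02810 and LOC_Os01g02840 share a name stem and are marked as able to match several genes. They may therefore not measure separate genes. The receptor kinase gene LOC_Os02g40240 went from 9925 in wild type to 84.5 in *hd1–3* under SD condition and from 19069 to 126 under LD condition (at least 99.3-fold lower under SD condition; limma log2 difference -7.04, standard error 0.168, adjusted p = 9.35e-08). LOC_Os06g16300, annotated as a BRASSINOSTEROID INSENSITIVE 1-associated receptor kinase, had log2 folds of -2.45 under SD and -4.29 under LD condition, and the kinase gene LOC_Os01g02790 was 6.76-fold lower under SD and, with signals under 100 raised to 100, at least 6.47-fold lower under LD condition. LOC_Os06g18000, another kinase gene, was higher instead, with log2 folds of 2.60 and 2.43.
Of 8 genes matched by F-box, ubiquitin, protease or peptidase terms, 3 were higher and 2 lower in both day lengths, 1 went in opposite directions and 2 were not above 2-fold in both. Of these 8, 4 are annotated as protease inhibitors or lipid transfer proteins, and they include both lower genes, LOC_Os07g09970 (-1.80 and -2.35) and LOC_Os10g40420, the one in opposite directions, LOC_Os10g40480, and the higher LOC_Os07g18750. The other higher genes were *OsFBX30* (LOC_Os01g60920), an F-box gene with log2 folds of 3.96 and 2.99, and the peptidase gene LOC_Os11g33330, and the 2 not above 2-fold in both are F-box genes. The 3 RALF peptide genes in the set were all higher; *RALFL28* (LOC_Os06g29730) had 3.88 and 2.89. Of 18 transposon annotations 11 were lower and 3 higher, of 5 cytochrome P450 genes 3 were lower and 0 higher, and LOC_Os08g43390, one of these, had -1.16 under both. Of 8 peroxidase genes 2 were higher, 1 was lower, 3 went in opposite directions and 2 were not above 2-fold in both. Of 4 disease resistance genes 1 was higher, LOC_Os11g39310, with an NB-ARC domain and wild type signals of 2.19 and 53.2, at least 9.95-fold under SD and 6.89-fold under LD condition, 2 were lower and 1 was not above 2-fold in both. The 1 ribosomal protein gene and the 1 heat shock gene in the set were higher, the 1 SET domain gene was lower, and 0 chlorophyll-binding protein genes were in it.
These lists match key words in the annotation text of Supplemental Table 1, and were fixed after its rows had been seen. No enrichment was tested, because only part of that table was used here.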

Gene ontology analysis of these 264 genes showed that they were enriched in protein kinase, protein modification and degradation, and phosphorylation processes (Supplemental Fig. 1B). Among them, 44 genes have above 5-fold changes in both LD and SD conditions (Supplemental Fig. 1C). 

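Of the 44 rows of Supplemental Table 1 that pass 5-fold in both day lengths, 39 were above 5-fold in both on the deposited signals. LOC_Os06g07350, annotated as an RNA-binding motif protein, was higher in *hd1–3*, with signals of 43.3 and 4246 in wild type and *hd1–3* under SD condition and 84.9 and 3606 under LD condition (at least 42.5- and 36.1-fold with signals under 100 raised to 100; limma log2 difference 5.99, standard error 0.274, adjusted p = 5.60e-06). The glycine-rich protein gene LOC_Os06g21270 was at least 31.9-fold higher under SD and 40.0-fold higher under LD condition. A second probe set, of the same sequence by its name, was also higher but by less (limma log2 difference 1.43 against 5.885). LOC_Os06g20200, annotated as a gibberellin receptor, had log2 folds of 3.68 and 2.67. Among the lower genes, the peptide transporter gene LOC_Os06g38294 was at least 14.5- and 14.8-fold lower, LOC_Os05g48030, an ASF1-like (anti-silencing) histone chaperone gene, had log2 folds of -3.75 and -3.06, and the 3-ketoacyl-CoA synthase gene LOC_Os04g02640 -3.92 and -3.57. These genes were chosen after their values in the table were seen.
Among the 39, 38 were in the same direction in both day lengths (16 higher and 22 lower in *hd1–3*), and 43 of the 44 were above 2-fold in both. LOC_Os03g19436 was the one of the 39 in opposite directions, with signals of 149 and 2839 in wild type and *hd1–3* under SD condition and 959 and 166 under LD condition. The 5 not above 5-fold were the peroxidase genes LOC_Os07g48010 (-0.71 and -3.16) and LOC_Os11g02100 (1.02 and -2.79), the MLA10-like gene LOC_Os11g11940 (-1.95 and -2.61), LOC_Os03g15230 (2.62 and 1.52) and LOC_Os04g31790 (-1.20 and 2.63). Limma called 40 of the 44 at an adjusted p under 0.05. These rows were selected for large folds on the same arrays, so the calls are no independent support for them. Over all 57194 probe sets 1234 were above 5-fold in both day lengths, 751 in the same direction and 483 in opposite directions; where the brighter array of each pair reached 100 there were 230, with 218 in the same direction.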

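*SDG712* (LOC_Os02g40770), which encodes a protein with a SET domain, was lower in *hd1–3* than in wild type under both day lengths. Its signal was 704 in wild type and 86.9 in *hd1–3* under SD condition and 912 and 25.8 under LD condition, log2 folds of -3.0 and -5.09. Both *hd1–3* signals are below 100, so with signals under 100 raised to 100 the difference is at least 7.04-fold under SD and at least 9.12-fold under LD condition. Over both day lengths the limma log2 difference was -4.05 (standard error 0.444, adjusted p = 0.00120, 2 arrays per genotype). The platform table gives 1 probe set for *SDG712*.
Of 8 measured SET domain group genes, *SDG712* was the only one above 2-fold under either day length. *SDG701*, an H3K4-specific methyltransferase gene, had log2 folds of -0.06 and -0.09. For *SDG723*, of the same specificity, they were -0.25 and 0.13, and for the H3K36-specific *SDG708* 0.18 and -0.14 and *SDG724* -0.06 and -0.09. The H3K27 methyltransferase genes *SDG711* and *SDG718* had -0.12 and 0.27, and -0.29 and -0.10. The probe set of *SDG725* in Supplemental Table 1 was dim (0.10 and 0.80), and its brightest probe set had 0.09 and -0.09. Further probe sets of *SDG723* and *SDG724* that were below 100 on every array had log2 folds of -3.35 and -3.56 under LD condition. Limma called *SDG712* and none of the other 6 tested genes of the list, both over all genes and adjusted over the list alone, and 1 of the 7 had an unadjusted p under 0.05. *SDG714* was not analysed here.

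**Figure D2:**
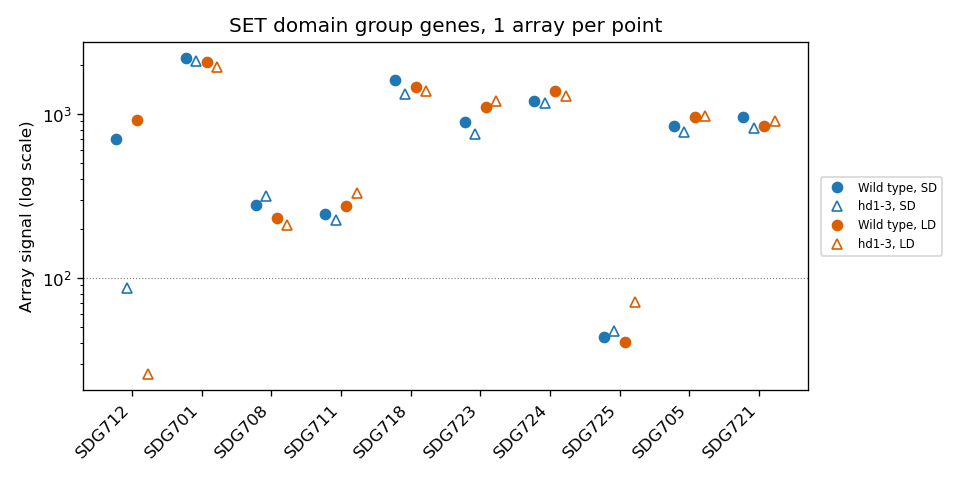
Array signal (log scale) of the SET domain group genes in wild type (circles) and hd1-3 (triangles) under SD (blue) and LD condition (orange), 1 array per point; SDG705 and SDG721 were added after the data were seen, the dotted line marks 100, and signals compare only within a gene. SDG712 is the gene whose triangles lie far below its circles.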

We focused on the gene *LOC_Os02g40770* (red asterisk in Supplemental Fig. 1C), which encodes a putative methyltransferase and was designated as *SDG712* in a previous phylogenetic study (Ng et al., 2007). qRT-PCR assay confirmed that the expression of *SDG712* was significantly decreased in *hd1–3* mutant compared with wild type under both SD and LD conditions (Fig. 1A, B), in agreement with the microarray result.

**Fig. 1:**
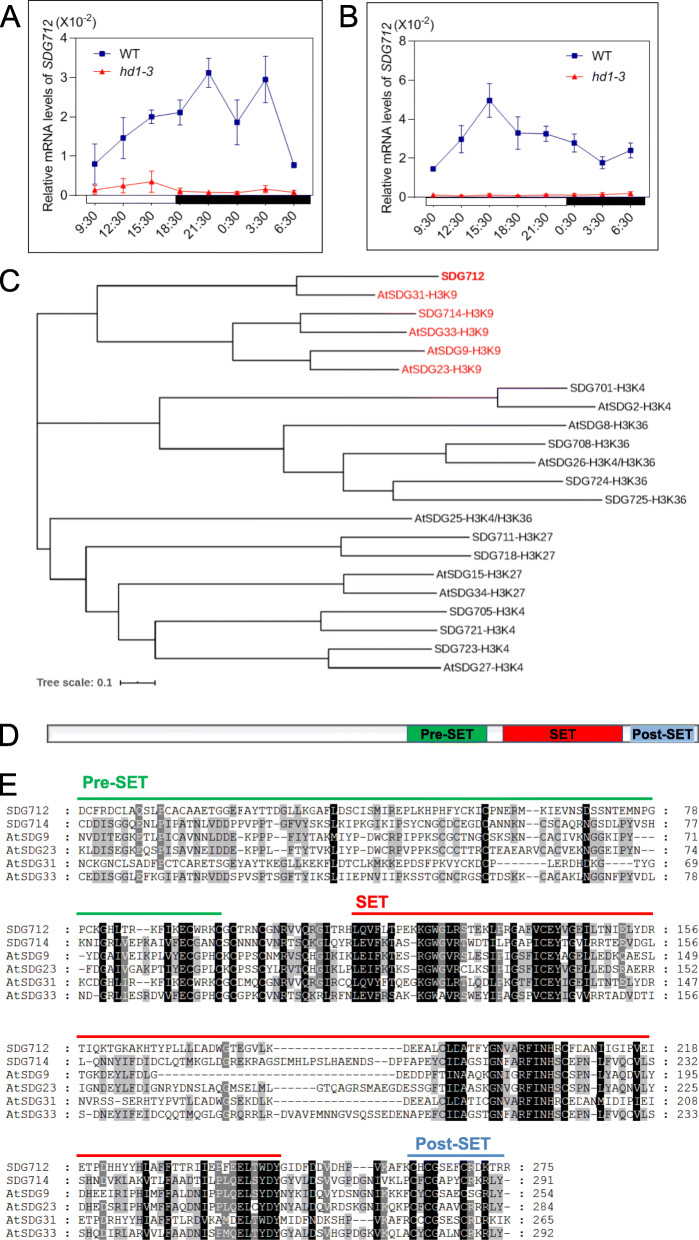
Identification and phylogenic analysis of SDG712. **A** and **B**, Relative expression levels of *SDG712* in Zhonghua11 and *hd1–3* under short-day (SD) and long-day (LD) conditions, respectively. WT, Zhonghua11. White boxes indicate light-period, and filled boxes indicate dark-period. **C**, Phylogenic analysis of SDG712 and functionally characterized SDGs in *Arabidopsis* and rice using MEGA-X. The Genebank accession numbers for the peptide sequences of SDGs are NP_193253.4 (AtSDG2), NP_177854.6 (AtSDG8), NP_001324386.1 (AtSDG9), NP_001078559.1 (AtSDG15), NP_850030.1 (AtSDG23), NP_001318731.1 (AtSDG25), NP_177797.2 (AtSDG26), NP_850170.1 (AtSDG27), NP_187088.2 (AtSDG31), NP_196900.1 (AtSDG33), NP_197821.1 (AtSDG34), XP_015649923.1 (SDG701), XP_015621708.1 (SDG705), XP_015633505.1 (SDG708), XP_015644234.1 (SDG711), XP_015623394.1 (SDG712), XP_015629359.1 (SDG714), XP_015630972.1 (SDG718), XP_015611850.1 (SDG721), XP_015612383.1 (SDG723), XP_015651319.1 (SDG724), and XP_015625429.1 (SDG725). **D**, The common motifs of characterized H3K9-specific SDGs and SDG712. Pre-SET, SET and Post-SET denote three conserved domains in SDG families. **E**, Amino acids sequence alignment of SDG712 and characterized H3K9-specific SDGs in conserved Pre-SET, SET and Post-SET domains

BLAST analysis showed that SDG712 belongs to the histone methyltransferase protein family containing SET domain. Phylogenic analysis of SDG712 and several functionally characterized SDGs in rice and *Arabidopsis* showed that SDG712 was grouped into H3K9-specific subclade (Fig. 1C). This subclade also includes *Arabidopsis* AtSDG9, AtSDG23, AtSDG31, AtSDG33 and rice SDG714 (Veiseth et al., 2011; Ebbs and Bender, 2006; Ding et al., 2007). The closest homolog of SDG712 in *Arabidopsis* is AtSDG31, which converts H3K9me1 to H3K9me3 on transposon chromatin in *Arabidopsis* (Veiseth et al., 2011). The H3K9-specific subclade members contain a common classic SET domain that is featured by Pre-SET, SET and Post-SET domains (Ng et al., 2007; Ding et al., 2007) (Fig. 1D). These SDGs shows high similarity among the three domain (Fig. 1E), indicating that they may have common catalytic activity.

### *SDG712* Displays High Expression in Leaves during the Reproductive Growth Stage

To investigate the temporal and spatial expression pattern of *SDG712*, wild type Zhonghua11 plants were grown in paddy field and various tissues were collected for qRT-PCR assay. The results showed that *SDG712* was expressed in all tissues examined, including roots, culms, sheaths, panicles and shoot apical meristems (SAMs), especially highly expressed in leaves (Fig. 2A). We further examined the expression levels of *SDG712* in leaves at different growth stages. The result showed that *SDG712* displays lower expression in the vegetative growth stage. *SDG712* exhibits higher expression during the transition phase from vegetative growth to reproductive growth (Fig. 2B), then maintains higher expression after flowering, especially during the ripening stages. Furthermore, we investigated the diurnal expression rhythm of *SDG712* in leaves in 24 h cycle under SD and LD conditions. The results showed that *SDG712* exhibits diurnal expression rhythm with the peak at daytime under LD condition and the peak at dark under SD condition (Fig. 2C), and the expression under LD condition is slightly higher than that under SD condition.

**Fig. 2:**
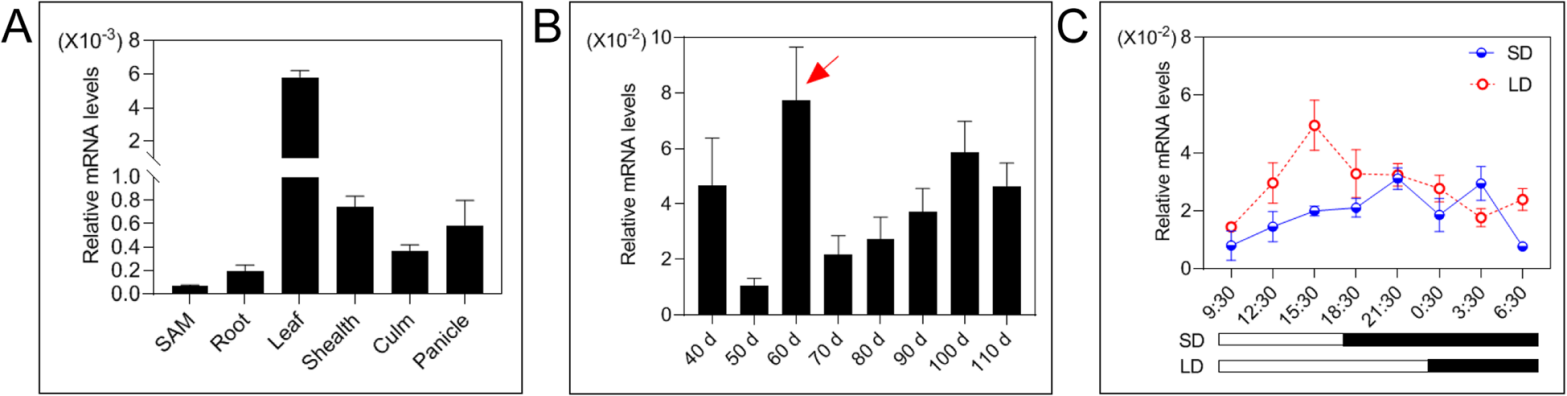
Spatial and temporal expression analysis of *SDG712* gene. **A**, The expression of *SDG712* in various tissues. **B**, The expression of *SDG712* at different growing stages. Arrow head indicates the transition stage from vegetative growth to reproductive growth. **C**, The diurnal expression pattern of *SDG712* under short-day and long-day conditions. SD, short-day condition; LD, long-day condition. White boxes indicate light-period, and filled boxes indicate dark-period

### Loss of Function of *SDG712* Promotes Heading-Date in Rice

To investigate the phenotype of loss of function of *SDG712*, we obtained a *SDG712 Tos17*-insertion line, *NG0566*, from the rice mutant library (http://tos.nias.affrc.go.jp) (Miyao et al., 2007), which was generated in the japonica variety Nipponbare. In *NG0566*, a ~ 4000 bp *Tos17* fragment was inserted into the fourth exon of *SDG712* (Fig. 3A)*,* resulting in the loss of function of *SDG712*. Therefore, we termed *NG0566* as *sdg712*. We further identified the homozygous *sdg712* mutant by tri-primer PCR and found that wild type plants can only amplify a 498 bp band by gene-specific primers, whereas homozygous *sdg712* mutants can only obtain a 308 bp band by the primer of *Tos17* border and gene-specific primer (Fig. 3A, B), suggesting that *Tos17* fragment indeed inserts into *SDG712*. We also examined the transcript level of *SDG712* in *sdg712* mutant by qRT-PCR. The results showed that the expression of *SDG712* was almost undetectable in the *sdg712* mutant (Fig. 3C), indicating that the *Tos17* insertion not only changed the reading-frame of *SDG712* but also reduced the transcript level of *SDG712*, thus *sdg712* is certainly a loss of function mutant.

**Fig. 3:**
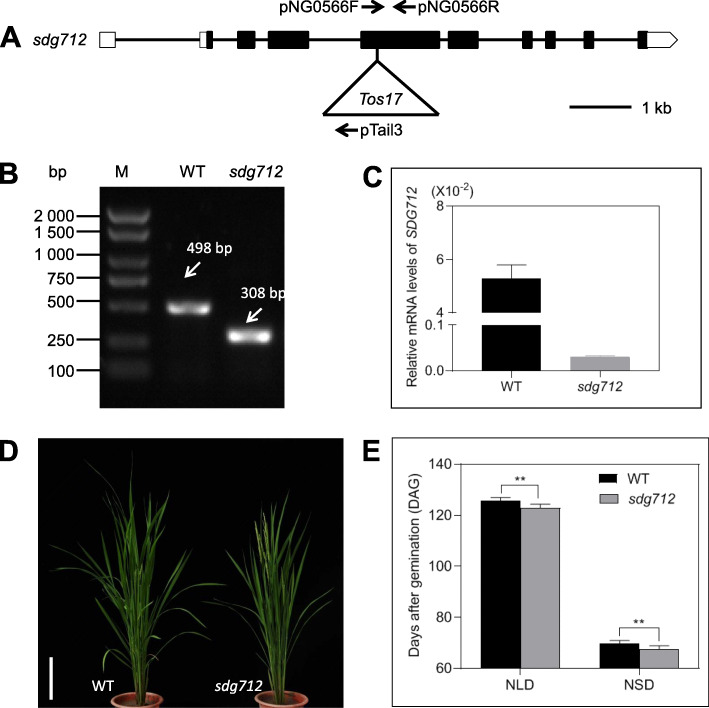
Identification and phenotypic analysis of *sdg712*. **A**, Schematic of *Tos17* insertion site in *sdg712* mutant. Open boxes denote 5’UTR and 3’UTR; filled boxes denote exons. Lines are introns, and arrows denote primers of detection. **B**, Identification of homozygous *sdg712* mutant using primers pNG0566F, pNG0566R and pTail3 (indicated by arrows in **A**). Primers pNG0566F and pNG0566R are located in the fourth exon of *sdg712* and pTail3 is located in the left border of *Tos17*. M, DNA ladder. WT is Nipponbare. **C**, The expression of *SDG712* in *sdg712* mutant and WT Nipponbare. *OsActin1* was used as internal control. **D**, The phenotype of *sdg712* under natural long-day condition. Bar = 20 cm. WT is Nipponbare. **E**, Heading-date of *sdg712* under natural long-day (NLD) and natural short-day (NSD) conditions. Values are shown as means ± SD. *N* ≥ 30 individual plants. WT is Nipponbare. Asterisks indicate statistically significant differences of t-test (**, *P* < 0.01)

To investigate the phenotype of *sdg712* mutant, *sdg712* homozygous mutant and the wild type Nipponbare were grown in Tianjin (117°E, 39°N; natural long-day condition, NLD) and Lingshui, Hainan province (110°E, 18°N; natural short-day condition, NSD) for heading-date observation. For plants grown in Tianjin, the *sdg712* plants flowered at 123 days after germination (DAG), while the wild type Nipponbare flowered at 126 DAG (Fig. 3D-E). For plants grown in Lingshui, the *sdg712* plants flowered at 68 DAG, while the wild type Nipponbare flowered at 70 DAG (Fig. 3E). These data showed that the loss of function of *SDG712* promotes rice heading, indicating that *SDG712* is a negative regulator of heading-date. In addition, agronomic traits including plant height, panicle length, grain numbers per panicle, and 1000-grain weight were also investigated in NLD fields of Tianjin, no significant difference between the wild type and the mutant was observed (Supplemental Fig. 2).

### Overexpression of *SDG712* Delays Heading-Date in Rice

In order to investigate the biological function of *SDG712*, we constructed an overexpression vector with double *CaMV* 35S promoter to drive *SDG712* expression and obtained transgenic plants via *Agrobacterium*-mediated transformation method (Fig. 4A). Four independent transgenic lines were generated. Two independent transgenic lines were planted to produce homozygous T_2_ generation plants. qRT-PCR detection showed that *SDG712* expression levels of the two transgenic lines were significantly elevated compared with wild type plants (Fig. 4B), suggesting that overexpression vector worked well. Phenotypic observation found that the two transgenic lines both displayed a delayed heading-date phenotype in field (Fig. 4C-D). The heading-date of transgenic lines delayed about a week compared with the wild type Zhonghua11 under NLD condition in Tianjin (117°E, 39°N) and NSD condition in Lingshui (110°E, 18°N) (Fig. 4D). We also investigated several other agronomic traits of the wild type Zhonghua11 and *SDG712-overexpression* transgenic lines (*SDG712-OX* lines) in NLD fields of Tianjin, however, no significant difference was observed (Supplemental Fig. 2), demonstrating that *SDG712* may play roles only in heading-date regulation. Furthermore, we also investigated the heading-date of the wild type and the transgenic plants under artificial day-length conditions with 9 h light/ 15 h dark for SD condition and 15 h light/9 h dark for LD conditions. Under artificial SD condition, the heading-date of wild type was 111 DAG and that of *SDG712-OX1* was 119 DAG. Under artificial LD condition, the heading-date of wild type was 123 DAG and that of *SDG712-OX1* was 134 DAG (Fig. 4E). This result is in agreement with the result under NLD and NSD conditions, indicating that overexpression of *SDG712* represses rice flowering regardless of day-length conditions.

**Fig. 4:**
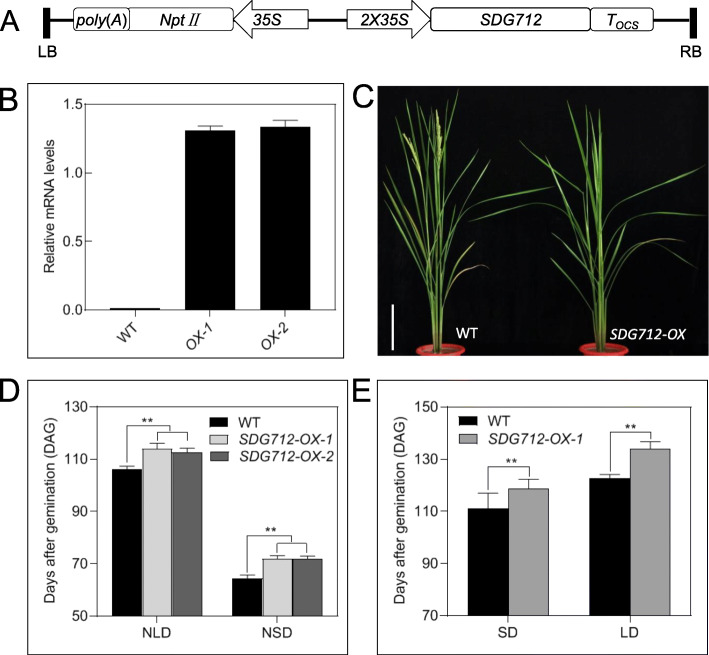
Obtainment and phenotypic analysis of *SDG712* overexpression transgenic lines. **A**, Structure of the vector used for overexpression of *SDG712*. 35S, 2X35S, *Cauliflower Mosaic Virus* (*CaMV*) 35S promoter sequences; *NptII*, neomycin phosphotransferase II gene*; T*_*OCS*_*,* terminator of octopine synthase gene; RB, right border; LB, left border. **B**, Expression of *SDG712* in transgenic plants overexpressing *SDG712* (*SDG712-OX*) by qRT-PCR. WT, Zhonghua11; *OX-1, OX-2*, transgenic lines. **C**, The phenotype of *SDG712-OX* under natural long-day condition*.* Bar = 20 cm. **D**, Heading-date of *SDG712-OX* lines under natural long-day (NLD) and natural short-day (NSD) conditions. Values are shown as means ± SD. N ≥ 30 individual plants. **E**, Heading-date of *SDG712-OX-1* plants under artificial day-length conditions. The wild type Zhonghua11 and *SDG712-OX1* transgenic plants were grown in Tianjin. Two-week-old plants were subjected to light-controlled treatments with 9 h light/ 15 dark for SD condition and 15 h light/9 h dark for LD condition. The heading-date was recorded after heading. Values are shown as means ± SD. *N* ≥ 20 individual plants. SD, artificial short-day condition; LD, artificial long-day condition. Asterisks in (**D**) and (**E**) indicate statistically significant differences of t-test (**, *P* < 0.01)

### *SDG712* Delays Rice Flowering through Inhibiting the Expression of Florigen Genes *Hd3a* and *RFT1*

Given the change of rice flowering time in *SDG712* overexpression transgenic lines and *sdg712* mutant, we speculated that *SDG712* may affect the expression of genes involved in photoperiodic flowering pathway. To reveal the molecular mechanism of SDG712, we investigated the regulatory relationship between *SDG712* and several key genes of photoperiodic flowering pathway. Firstly, expression of *SDG712* was significantly reduced in *hd1–3* mutant under both SD and LD conditions, suggesting that *Hd1* acts as the upstream regulator to positively regulate the expression of *SDG712* (Fig. 1A, B). Then, we examined the expressions of several key flowering regulatory genes in *SDG712*-*OX* lines and the wild type Zhonghua11. The results showed that the expressions of *Ehd1*, *Hd3a*, *RFT1* and *MADS14* were significantly down-regulated in *SDG712*-*OX* lines under both short-day and long-day conditions (Fig. 5 and Fig. 6), while the expressions of other flowering regulatory genes, including *OsMADS50*, *Ehd2*, *Ehd3*, *Ehd4*, *DTH7*, *DTH8*, *Ghd7* and *Hd1*, were not significantly changed between *SDG712*-*OX* lines and the wild type (Supplemental Fig. 3 and Supplemental Fig. 4). These results indicated that *SDG712* gene functions downstream of *Hd1*, while upstream of key regulator *Ehd1* and the florigen genes.

**Fig. 5:**
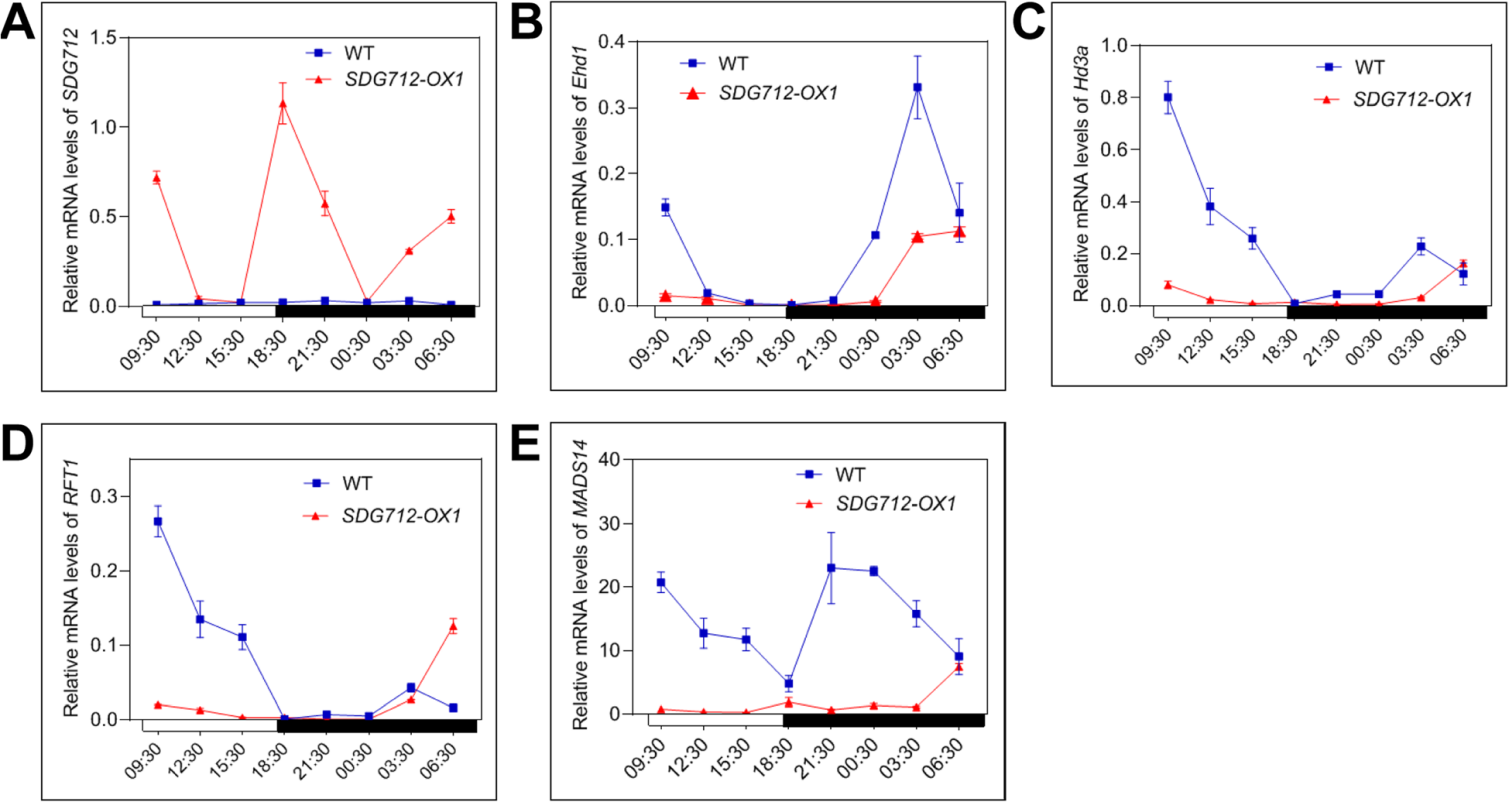
Gene expression under short-day (SD) condition. Plants were grown in artificial climate cabinets under SD condition with 9 h light/15 h dark at 28 °C. Penultimate leaves were collected for RNA extraction every 3 h within 24 h from 50-day-old plants. Os*Actin1* gene was used as internal control. WT, Zhonghua11. **A**, Transcript levels of *SDG712* in WT and *SDG712-OX1* plants. **B**-**E**, the expression of *Ehd1*, *Hd3a*, *RFT1* and *MADS14* in WT and *SDG712-OX1* plants. Open boxes denote light-period and filled boxes denote dark-period

**Fig. 6:**
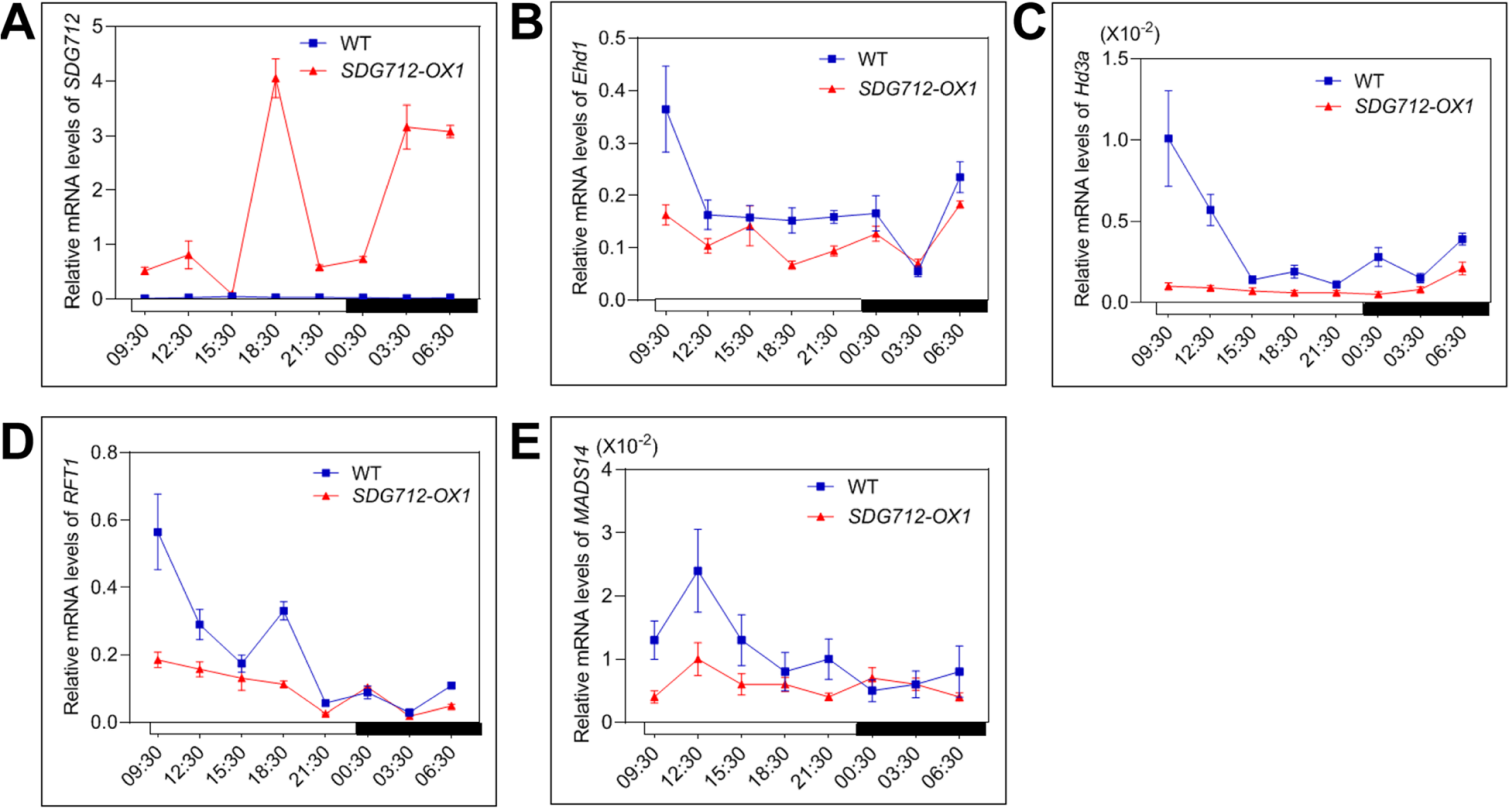
Gene expression under long-day (LD) condition. Plants were grown in artificial climate cabinets under LD condition with 15 h light/9 h dark at 28 °C. Penultimate leaves were collected for RNA extraction every 3 h within 24 h from 50-day-old plants. *OsActin1* gene was used as internal control. WT, Zhonghua11. **A**, Transcript levels of *SDG712* in WT and *SDG712-OX1* plants. **B**-**E**, The expression of *Ehd1*, *Hd3a*, *RFT1* and *MADS14* in WT and *SDG712-OX1* plants. Open boxes denote light-period and filled boxes denote dark-period

### SDG712 Protein Is Localized in the Nucleus

Since *SDG712* encodes a putative H3K9-specific HMTase, which may functions in histone methylation, we speculated that the SDG712 protein should be localized in the nucleus. To test this, we carried out subcellular localization assay of SDG712 protein. The recombinant vector expressing *CaMV35S::SDG712:GFP* was transiently expressed in tobacco, with the empty vector expressing *CaMV35S::GFP* served as control. The results showed that GFP signal was exclusively observed in the nucleus in the epidermal cell of tobacco with recombinant vector, while GFP signal was observed ubiquitously in the cell in the control with empty vector (Fig. 7), suggesting that SDG712 protein is exclusively localized in the nucleus and thus may play roles in the nucleus.

**Fig. 7:**
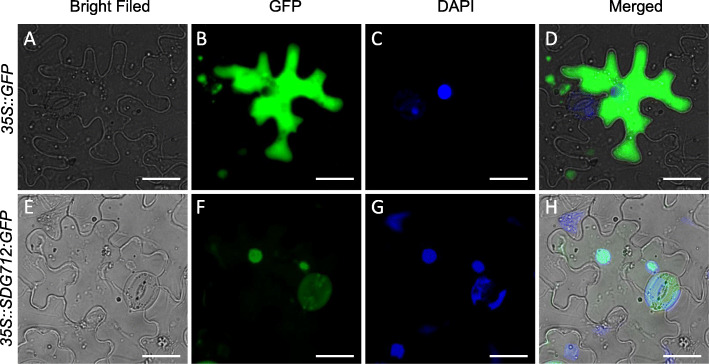
Subcellular localization assay of SDG712 protein. **A**–**D**, The transient expression of pCAMBIA35S::GFP empty vector in tobacco epidermal cells. **E**–**H**, The transient expression of pCAMBIA35S::SDG712:GFP fusion vector in tobacco epidermal cells. Bars = 25 μm

### The H3K9me2 Levels of *Hd3a* and *RFT1* Loci Were Increased in *SDG712* Overexpression Transgenic Plants

Given that *SDG712* encodes putative H3K9-specific histone methyltransferase and negatively regulates the expression of the downstream *Ehd1* and the florigen genes *Hd3a* and *RFT1*, we further performed ChIP assay to examine the methylation level of *Ehd1*, *Hd3a* and *RFT1* loci. The previous studies have shown that H3K9-specific methyltransferase mainly exhibits H3K9me2 activity (Ding et al., 2007), therefore, we examined the H3K9me2 levels at these loci. 10 primer sets in *Ehd1*, 8 primer sets in *RFT1* and 6 primer sets in *Hd3a* were designed to perform ChIP qRT-PCR to analyze the change of histone methylation level (Fig. 8A). The result demonstrated that H3K9me2 levels at *Hd3a* and *RFT1* loci were significantly increased in the *SDG712-OX1* plants compared with wild type plants (Fig. 8C-D), indicating that overexpression of *SDG712* increased H3K9me2 levels at *Hd3a* and *RFT1* loci. No obvious changes of H3K9me2 level at *Ehd1* locus were detected between *SDG712-OX1* plants and wild type plants (Fig. 8B), even though *Ehd1* expression was significantly down-regulated in *SDG712-OX1* plants compared with wild type plants (Fig. 5C and Fig. 6C). Taken together, these results suggested that SDG712 may mediate the H3K9 di-methylation at *RFT1* and *Hd3a* loci, but not at *Ehd1* locus.

**Fig. 8:**
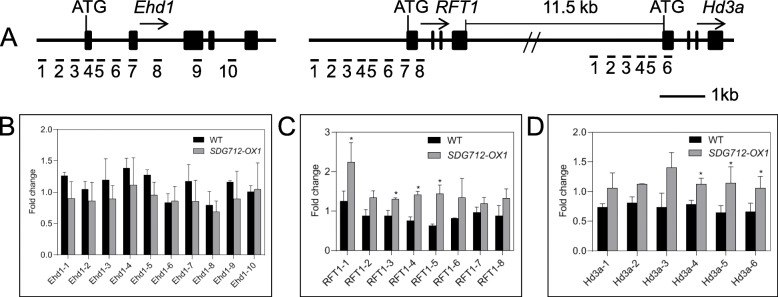
Chromatin immunoprecipitation qPCR (ChIP-qPCR) assays of *Ehd1*, *RFT1* and *Hd3a* loci. Leaves of 50-day-old plants grown in fields were collected 3 h after dawn. ChIP assays were performed using antibodies against histone H3K9 dimethylation (H3K9me2), and qPCR (Quantitative PCR) was used to analyze the levels of methylation of *Ehd1*, *RFT1* and *Hd3a*. **A**, the structure of *Ehd1*, *RFT1* and *Hd3a*. Filled boxes denote exons and lines denote introns or 5′ upstream regions of corresponding genes. Arrows denote the transcription direction of genes. The numbers 1–10 denote the position of primers. **B**-**D**, qPCR results of *Ehd1*, *RFT1* and *Hd3a* loci, respectively. *OsActin1* was used as an internal standard for normalization. WT, Zhonghua11. Three biological replicates were performed. Asterisks indicate statistically significant differences of t-test (*, *P* < 0.05)

## Discussion

*SDGs* play important roles in various cellular activities, and regulate plant growth and development. In this study, we identified a histone methyltransferase encoding gene *SDG712* and found that it negatively regulates rice flowering. Loss of function of *SDG712* promotes rice flowering, while overexpression of *SDG712* inhibits rice flowering. Gene expression analysis revealed that the expression of *Ehd1* and the florigen genes *Hd3a* and *RFT1* were down-regulated in *SDG712-OX* plants, resulting in the down-regulation of floral identity gene *MADS14*. Based on these results, we conclude that *SDG712* is involved in the classical photoperiodic flowering regulatory pathway *Ehd1-Hd3a/RFT1-MADS14/15* to regulate rice flowering. In addition, our results showed that *Hd1* functions upstream of *SDG712* and positively regulates expression of *SDG712* under SD and LD conditions. Moreover, *SDG712-OX* lines and *sdg712* mutant has delayed and earlier heading-date, respectively. These results are consistent with the expression patterns of *Hd1* and *SDG712*, which display diurnal expression under SD and LD condition. According to the previous studies, Hd3a is the major florigen under SD condition and RFT1 is the major florigen under LD condition (Komiya et al., 2008), therefore, we propose that the delay of rice flowering under SD condition is mainly controlled by the *Hd1*-*SDG712*-*Ehd1*-*Hd3a*-*MADS14/15* pathway, and under LD condition, it is mainly controlled by *Hd1*-*SDG712*-*Ehd1*-*RFT1*-*MADS14/15* pathway (Fig. 9).

**Fig. 9:**
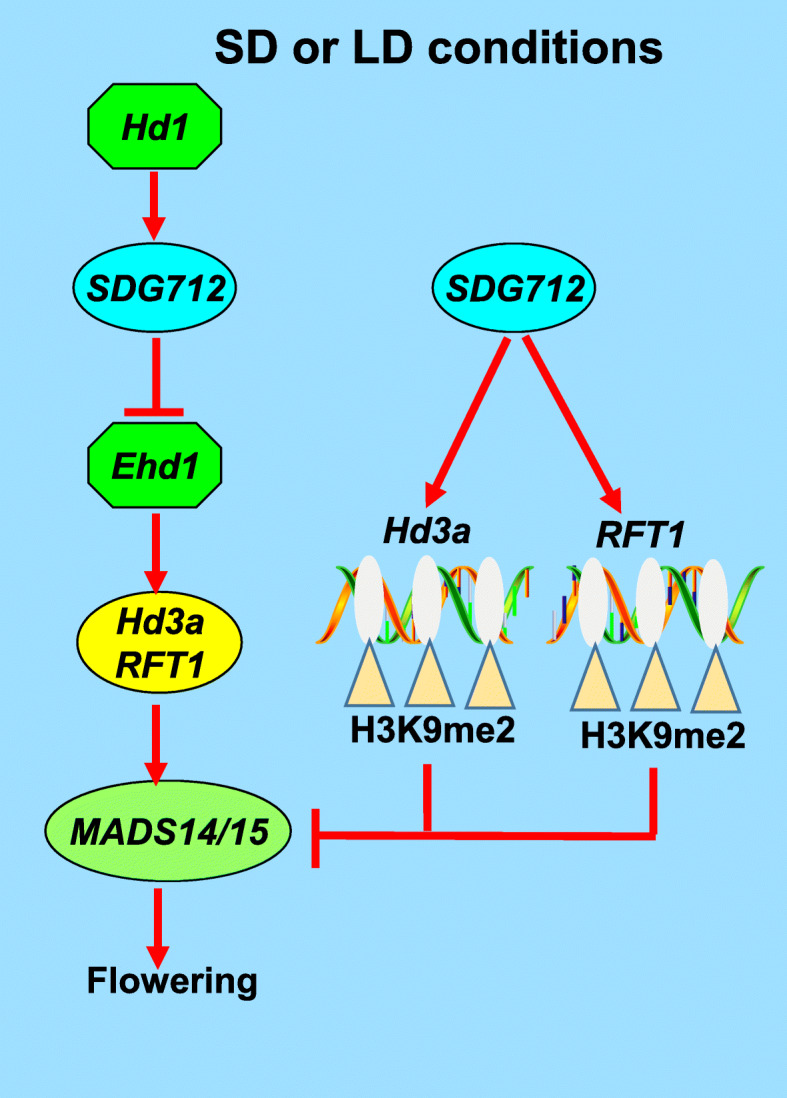
Proposed working model of *SDG712* in rice flowering. *SDG712* negatively regulates rice flowering by two possible pathways. In one pathway, *SDG712* represses the expression of *Ehd1*, thus represses the expression of downstream florigen genes *Hd3a* and *RFT1* to delay rice flowering. In the other pathway, *SDG712* represses the expression of *Hd3a* and *RFT1* genes directly by mediating the H3K9 di-methylation (H3K9me2) at these two loci to delay rice flowering

Our ChIP-qPCR assay showed that H3K9me2 levels at *Hd3a* and *RFT1* loci were increased, indicating that *SDG712* inhibits rice flowering through increasing H3K9me2 deposition at *Hd3a* and *RFT1*. Interestingly, H3K9me2 level at *Ehd1* locus was not significantly changed, even though the expression of *Ehd1* was down-regulated in *SDG712*-*OX* plants, suggesting that the reduced expression of *Ehd1* may be caused by other mechanism rather than chromatin modification. This result is similar to other *SDG* members in previous studies. For example, *SDG724* encodes a H3K36-specific HMTase, the transcript level of *Ehd1* was reduced in *sdg724* mutant, but the H3K36me2/3 levels of *Ehd1* were not significantly changed (Sun et al., 2012). *SDG701* encodes a H3K4-specific HMTase, the transcript level of *Ehd1* was reduced in *sdg701–1* mutant, but the H3K4me3 levels of *Ehd1* were not significantly changed (Liu et al., 2017). We propose that *SDG712* can also regulate rice flowering by directly increasing H3K9me2 levels at *Hd3a* and *RFT1* besides the classical photoperiodic flowering regulatory pathway (Fig. 9).

In previous studies, several *SDGs* not only regulated flowering time but also changed the leaf emergence rate or other traits in *Arabidopsis* (Saleh et al., 2008; Tamada et al., 2009). In this study, except heading date, other agronomic traits were not significant difference between wild type and *sdg712* mutant and *SDG712-OX* lines, indicating that *SDG712* gene mainly affecting rice flowering time.

SDGs play important roles in epigenetic regulation of rice flowering. Several different types of SDGs were reported to be involved in this course. H3K4-specific methyltransferase (SDG701 and SDG723) and H3K36-specific methyltransferases (SDG708, SDG724 and SDG725) mainly promote rice flowering, while H3K27-specific methyltransferases (*SDG711*) delays rice flowering (Choi et al., 2014, Liu et al., 2017; Sun et al., 2012; Sui et al., 2013; Liu et al., 2016; Liu et al., 2014). Here, we reported that SDG712, an H3K9-specific methyltransferase, can also delay rice flowering. Based on these studies, SDGs display a complex pattern of epigenetic regulation in rice flowering. In our study, the effects of epigenetic regulation of *SDG712* on rice flowering are relatively weak, since *sdg712* mutants was preceded only 2–3 days under NSD and NLD conditions. It is possible that there may be other unknown H3K9-specific SDG homologs that redundantly regulate rice flowering. There are 15 members of putative H3K9-specific SDGs in rice (Ng et al., 2007); however, the function of the rest 13 members remains unclear. On the other hand, different types of SDGs (H3K4, H3K9, H3K27, H3K36-specific HMTases) may share the same regulatory pathways in flowering to fine-tune the flowering time and to finally fulfill the dynamic balance each other. In addition, beyond SDGs, other genes involved in the process of chromatin modification could also affect the expression of flowering regulatory genes. OsVIL2 is a plant homeodomain (PHD) containing chromatin remodeling factor, it functions together with PRC2 to mediate the H3K27 tri-methylation at *OsLFL1* gene (a repressor of *Ehd1*), thus repressing the *OsLFL1* expression, resulted in promoted rice flowering (Yang et al., 2013). OsVIL3, a homolog of OsVIL2, binds to the promoter region of *OsLF* (a repressor of *Hd1*) and represses the *OsLF* expression via H3K27 tri-methylation, promoting rice flowering under SD condition (Wang et al., 2013). These studies support the notion that in rice flowering is epigenetically regulated and involves complex gene regulatory networks.

## Conclusion

In this study, we identified *SDG712* as a negative regulator of rice heading-date. Mutation of *SDG712* promoted rice flowering, overexpression of *SDG712* delayed rice flowering. *SDG712* acts downstream of *Hd1*, while upstream of florigen gene *Hd3a* and *RFT1*. The di-methylation of H3K9 at *Hd3a* and *RFT1* loci were increased in *SDG712* overexpression plants, demonstrating that SDG712 mediated the H3K9 methylation of the florigen genes. The findings in this study provide an understanding of SDG member’s function.

## Materials and Methods

### Plant Materials

The wild type Nipponbare and *sdg712* mutants; as well as the wild type Zhonghua11 and *SDG712* overexpression transgenic lines were grown in the fields in Tianjin, China (117°E, 39°N; natural long-day condition, NLD) and Lingshui, Hainan province, China (110°E, 18°N; natural short-day condition, NSD) for phenotypic investigation. Plants for diurnal gene expression analysis were grown in artificial climate cabinets with day length 9 h light/15 h dark for short-day condition and 15 h light/9 h dark for long-day condition at 28 °C.

### Affymetrix GeneChip Analysis

Affymetrix Rice Genome Array was used in gene expression analysis. Biotinylated RNAs were prepared according to the standard Affymetrix protocol (Affymetrix, Inc. USA). Affymetrix GenChip hybridization, washing, staining, and scanning were carried out according to manufacturer’s instructions. GeneChips were scanned using Affymetrix Scanner 3000 with default settings. The microarray data were analyzed using Molecule Annotation System (MAS 5.0) algorithm. Microarray data has been deposited in NCBI GEO database under the accession number of GSE166053.

### Characterization of the *sdg712* Mutant

To obtain *SDG712* knockout mutants, we searched the Rice *Tos17* Insertion Mutant Database (https://tos.nias.affrc.go.jp/) and screened the line *NG0566*, in which the *Tos17* fragment was inserted into the fourth exon of *SDG712* gene. We acquired the *NG0566* line and characterized it by tri-primer PCR using *Tos17* specific primer pTail3 and *SDG712* gene specific primers pNG0566-F and pNG0566-R (Supplemental Table 2).

### The Obtainment of Transgenic Plants Overexpressing *SDG712*

For overexpression of *SDG712*, coding sequence was amplified from the total cDNA of Zhonghua11 with primers pSDG712-OX-F and pSDG712-OX-R (Supplemental Table 2), and then cloned into binary vector pCAMBIA2300 with double *CaMV35S* promoter. The recombinant vector was transformed into *Agrobacterium* strain *EHA105* via electroporation transformation method. Subsequently, the transgenic plants were obtained using the *Agrobacterium*-mediated transformation method described by Hiei (Hiei et al., 1994).

### Gene Expression Analysis

Sample collections of gene expression analysis are as follows: (1) For spatial and temporal expression analyses, the wild type Zhonghua11 plants were grown in the paddy field under natural long-day condition. Various tissues were collected at 10 a.m. at different developmental stages: SAMs were collected from 8-day-old plants; leaves, sheaths and roots were collected from 50-day-old plants; panicles were collected from reproductive stage plants. (2) For expression analysis at different growth stages, Zhonghua11 plants were grown in the paddy field under natural long-day condition, penultimate leaves were collected in the morning at 10 a.m. every 10 days from the beginning of 40-day-old Zhonghua11 plants. (3) For diurnal expression analyses, rice plants were grown in artificial climate cabinets under SD condition with 9 h light/15 h dark at 28 °C and under LD condition with 15 h light/9 h dark at 28 °C. Penultimate leaves of 50-day-old plants were collected for RNA extraction every 3 h within 24 h cycle. Three biological replicates were performed.

For all gene expression analysis, total RNAs were extracted using Trizol solution (Invitrogen, USA). cDNAs were synthesized from 1 μg of total RNA. One micro liter of cDNA was used for real-time PCR analysis using SYBR Green PCR master mix (Vazyme biotech, China) and the gene specific primer pairs (Supplemental Table 2). Real-time PCR was performed in a LightCycler480 system (Roche, USA). *OsActin1* gene was used as an internal control. Data were analyzed by the LightCycler480 Software system according to the instruction manual. Relative expression levels were calculated following 2^-ΔΔCt^ method described previously (Livak and Schmittgen, 2001).

### Subcellular Localization

The cDNA sequence of *SDG712* without stop codon was cloned and ligated into the empty vector p35S::GFP to produce the recombinant plasmid p35S::SDG712:GFP. Then, p35S::SDG712:GFP was introduced into *Agrobacterium* strain and infiltrated into tobacco leaves. 72 h after infiltration, the GFP signals in epidermal cell layers were observed under fluorescence microscope (Leica, DM5000B, Germany), and images were captured.

### Chromatin Immunoprecipitation Experiments

Chromatin immunoprecipitation (ChIP) experiments were performed using 50-day-old rice plants grown in paddy field under natural LD condition. The experiment was performed according to the method described previously (Weng et al., 2018). Antibodies against H3K9me2 was purchased from Abcam (Cat no. ab1220). Quantitative real-time PCR was carried out to determine the enrichment of DNA immunoprecipitated in the ChIP experiments, using gene-specific primers of *Ehd1*, *Hd3a* and *RFT1* (Supplemental Table 2; Liu et al., 2017). *OsActin1* was used as internal control.

## Supplementary Information

**Additional file 1: Supplemental Fig. 1.** Microarray gene expression analysis of *hd1–3*. (A) Global gene expression changes in the mutant *hd1–3* compared with the wild-type. Each row represents a rice gene. Red bracket indicate large amounts of genes have slight expression changes. The log_2_ (*hd1–3*/WT) value is presented in color scale. LD, long-day; SD, short-day. (B) Gene ontology analysis of the genes having 2-fold change under both LD and SD conditions. (C) 44 genes show > 5-fold changes under both LD and SD conditions. The red asterisk indicates *SDG712* (*LOC_Os02g40770*)*.* **Supplemental Fig. 2.** Agronomic traits of *sdg712* and the overexpression lines under natural long-day condition. ZH11, Zhonghua11; NIP, Nipponbare. *N* ≥ 30. **Supplemental Fig. 3.** Gene expression analysis under short-day (SD) condition. Plants were grown in artificial climate cabinets under SD condition with 9 h light/15 h dark at 28 °C. Penultimate leaves were collected for RNA extraction every 3 h within 24 h from 50-day-old plants. Os*Actin1* gene was used as internal control. WT, Zhonghua11. Open boxes denote light-period and filled boxes denote dark-period. **Supplemental Fig. 4.** Gene expression analysis under short-day (LD) condition. Plants were grown in artificial climate cabinets under SD condition with 9 h light/15 h dark at 28 °C. Penultimate leaves were collected for RNA extraction every 3 h within 24 h from 50-day-old plants. Os*Actin1* gene was used as internal control. WT, Zhonghua11. Open boxes denote light-period and filled boxes denote dark-period.

**Additional file 2: Supplemental Table 1.** Global gene expressions in wild-type rice and hd1–3 mutant.

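Supplemental Table 1 lists for each probe set the signal in wild type and *hd1–3* under LD and SD conditions and a fold column for each day length. Its fold columns are labelled log2, but in all rows used here they equal log10 of signal + 1 in *hd1–3* over signal + 1 in wild type, to within 5.0e-06. With 2-fold taken on that log10 scale, 264 rows pass in both columns and 44 pass 5-fold, while 14 rows pass 1 in both when the columns are read as log2.
For *SDG712* the table lists a signal of 0 in *hd1–3* under LD condition. Such cells number 355 in wild type and 462 in *hd1–3* under SD condition and 225 and 192 under LD condition. The deposited signals of the same cells are above 0, with medians of 83.1, 73.3, 85.6 and 66.7 and a highest value of 1069. All other cells equal the deposited signals within 0.1. Of the 264 rows 122 hold at least 1 such 0, and 70 of these were above 2-fold in both day lengths on the deposited signals. What a 0 stands for is not given in the sources used here.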

**Additional file 3: Supplemental Table 2.** Primers used for vector construction and gene expression analysis.

## Data Availability

The datasets supporting the conclusions of this article are included within the article and its additional files.

## Abbreviations

ChIP: Chromatin immunoprecipitation
DAG: Days after germination
FAC: Florigen activation complex
HMTase: Histone methyltransferases
LD: Long-day condition
NLD: Natural long-day condition
NSD: Natural short-day condition
SAM: Shoot apical meristem
SD: Short-day condition
SDG: SET Domain group

How the deposited data were processed for this re-analysis (not part of the article)

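Leaf RNA of rice wild type Zhonghua11 and of the *hd1–3* mutant was measured under SD and LD conditions on 4 Affymetrix Rice Genome Arrays, 1 per genotype and day length. The authors processed the scans with MAS 5.0 and deposited 1 linear signal intensity per probe set and array; the version of the software and its target value are not given in the sources used here, and the table holds no detection calls. From the values, the signals are positive (0 probe sets hold a 0) and were scaled so that the mean after trimming 2% from each end is 500 on every array. No further normalization was applied. Their number limits the precision: with 1 array per group, a fold within a day length has no replicate check.

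From the deposited intensities, 187 control and reporter probe sets were removed. For the other 57194 a fold was computed as log2 of signal + 1 in *hd1–3* over signal + 1 in wild type. The added 1 shrinks folds little except at signals near 1. Folds of dim probe sets are therefore noisy and often large, with a spread of 1.53 on the log2 scale at mean signals under 50. Probe sets above 2-fold or 5-fold were counted per day length and in both, by direction, with no test. Limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) tested genotype on log2(signal + 1) with day length as a term, over probe sets with at least 1 array at 100 or more, with Benjamini-Hochberg adjustment and a threshold of 0.05. A gene whose response differs between day lengths counts as noise in that fit. Simulated arrays kept the real mean signals, with normally distributed noise of 1 spread per range of signal and no difference between day lengths. Over 30791 probe sets, limma recovered 58.1%, 82.4% and 91.5% of genes changed by 1, 2 and 3 on the log2 scale, with 12 false calls. The real arrays differ between day lengths, so these rates may not hold for them. The counting code was checked on simulated signals with known changes. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

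Gene names came from a platform table (22436 probe sets with 1 gene, 17905 genes, all of them found in the RefSeq table of assembly ASM3414082v1), from its synonyms and from the protein accessions of the Fig. 1 legend; MSU locus names came from Supplemental Table 1. The assembly was used only for names, chromosomes and neighbours. A gene with several probe sets is given by the one in Supplemental Table 1 where the rows used here hold it, otherwise by the one with the highest mean signal. Genes named in the text are those of the gene lists that the paper names, the 10 probe sets highest and the 10 lowest in *hd1–3* by the smaller of the SD and LD log2 folds (same direction, above 2-fold in both, brighter array of each pair at 100 or more), and 2 to 4 members of each list; other names are marked as chosen later. The gene lists, the main tests and the alternatives named here were fixed before the data were examined, but after the rows of Supplemental Table 1 had been seen; the tests and settings chosen later are named as such in the closing section. The lists are photoperiodic flowering, circadian clock and light input, SET domain group, and shoot meristem and floral organ, and key words in the annotation of Supplemental Table 1. For the key words no random lists could be drawn, since that annotation is held only for part of the table.

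Medians of the gene lists and the chromosomes of probe sets above 2-fold in the same direction were set beside 10000 random draws matched on mean signal in 20 bins, as a description of these arrays and not as a test. The spread of a log2 fold was taken from the difference between its SD and LD values within ranges of mean signal, which includes real differences between the day lengths. Where a signal is below 100, a bound was also computed with signals under 100 raised to 100; this floor is a choice made here. Alternatives were 32 added in place of 1, quantile normalization, scaling by the median of bright probe sets, filters at 100 and 500, 1 probe set per gene, and for limma no day length term, no filter and each array left out in turn. The qRT-PCR, heading date and transgenic line data were not analysed here.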

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

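The tests of exchanged labels, of collection time, of neighbouring genes and of the surroundings and probe sets of *SDG712* were chosen only after the results they bear on were seen.

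*Hd3a*, a florigen gene, had signals of 295 in wild type and 1116 in *hd1–3* under SD condition and 4.70 and 700 under LD condition, so it was 3.78-fold higher in *hd1–3* under SD and, with signals under 100 raised to 100, at least 7.00-fold higher under LD condition (limma log2 difference 4.43, standard error 0.874, Benjamini-Hochberg adjusted p = 0.0342, with no exact size for the dim signal). *MADS14*, a floral identity gene, differed by 1.41 (standard error 0.230, adjusted p = 0.0133, higher in both day lengths) and *OsMADS1*, a floral organ gene with wild type signals of 71.7 and 21.9, was at least 2.96-fold higher under SD and 2.37-fold under LD condition (limma log2 difference 2.71 from these dim signals, standard error 0.511, adjusted p = 0.0277), and the paper does not discuss the array values of these genes. Wild type and *hd1–3* arrays exchanged within 1 day length are argued against, since 85.3% of the 715 probe sets above 2-fold in both day lengths at signals of 100 or more went the same way. A large difference in collection time is argued against by the clock and light input genes, whose median size of log2 fold was at most 0.215. The list also holds the light input genes *PHYA*, *PHYB* and *PHYC*, and *OsPRR1* had 0.64 under SD condition. A small difference in collection time is not excluded, as the list's median under SD condition lay at percentile 3.05 of random lists. The cause of the higher signals was not tested, and these arrays hold no measure of plant stage. The paper describes *Hd1* as raising *Hd3a* expression under SD and repressing it under LD condition. A loss of *Hd1* in that role would raise *Hd3a* under LD condition, the direction seen here. Under SD condition it would lower *Hd3a*, which was higher instead.

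Of the 268 probe sets with a known chromosome that were above 2-fold in the same direction at signals of 100 or more, 97 lay on chromosomes 6 and 11, with at most 57 in 10000 random draws, and the paper does not report this. Noise of low signals and probe sets shared between genes are argued against, since 49 of 118 such probe sets lay there at signals of 500 or more (at most 29 in the draws) and 83 of 221 without probe sets marked as shared (at most 50). Base differences under the probes cannot be told apart from expression, since a second probe set differed likewise in 71.4% of 14 genes (95% Clopper-Pearson interval 41.9 to 91.6); that 43.6% of 78 genes were lower met a bound set beforehand to exclude them, but after seeing this the bound was judged wrong by design, as either genotype can carry the base that the probes match. Neighbouring pairs of such genes numbered 17 on the 2 chromosomes, with at most 13 in the draws, as segments of another origin in *hd1–3* would give, but the other chromosomes also held 11, with at most 8, and neighbouring copies of a gene could give such pairs too. Of 100 measured genes around *Hd1*, 11 were of this kind, with at most 9 in the draws, so a candidate explanation for part of the pattern is a segment around *Hd1* that differs between *hd1–3* and wild type.

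For the lower *SDG712* signal in *hd1–3*, 2 explanations cannot be settled from these arrays alone. Of 100 measured genes around *SDG712*, 3 were above 2-fold in the same direction, with a median of 1 and a 95th percentile of 3 in the draws. Their log2 folds under SD and LD condition were 7.32 and 4.98 (LOC4329983), -2.96 and -1.24 (LOC_Os02g40260), and 1.57 and 1.36 (LOC_Os02g40860). The count takes only genes of the platform table and so leaves out the receptor kinase gene LOC_Os02g40240. Its locus number is close to that of LOC_Os02g40260, one of the 3, and it was lower under both day lengths. Also left out are the nearby loci LOC_Os02g40500 (0.79 and 0.75) and LOC_Os02g40880 (-0.83 and -0.65), which were within 2-fold. A changed segment around *SDG712* stays open. By the platform table the array has 1 probe set for *SDG712*, so sequence differences under the probes of *SDG712* cannot be told apart from lower expression on these arrays. The paper's qRT-PCR (Fig. 1A, B), made with gene-specific primers, also shows lower *SDG712* expression in *hd1–3*, so the lower expression does not rest on the array probes alone. It does not bear on a changed segment.

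At signals of 500 or more, 8 probe sets were above 2-fold in both day lengths in opposite directions, and the difference between the day lengths was not tested; LOC4332607, named after its values were seen, had signals of 181 and 2009 in wild type and *hd1–3* under SD condition and 1144 and 127 under LD condition.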

How the results depend on the processing

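The settings that use the cells at 0 of Supplemental Table 1 were chosen only after the results were seen. Dim probe sets hold most of the counts. With 32 added in place of 1, probe sets above 2-fold in both day lengths numbered 1082 (802 in the same direction), above 5-fold 142, above 2-fold under SD condition 5087 and under LD condition 4530. With the brighter array of each pair at 100 or more they numbered 715 (610), 230, 1810 and 1487, at 500 or more 218 (210), 105, 404 and 325, and with 1 probe set per gene 947 (603), 157, 2230 and 2029. Fewer probe sets are counted in the last 3. Over the rows of Supplemental Table 1 used here, with its cells at 0 set to 0, 263 passed 2-fold and 44 passed 5-fold, which rebuilds that table. With quantile normalization and median scaling each of these counts was within 1.5 times of its value on the deposited signals.

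With 32 added, the log2 fold of *SDG712* was -2.63 under SD and -4.03 under LD condition and that of *Hd1* -1.70 under LD condition, as the added number shrinks folds of dim signals; with the 0 of Supplemental Table 1 in place of the deposited signal they were -9.83 and -6.50 under LD condition. The Pearson correlation of SD and LD folds was 0.409 with 32 added, 0.510 at 100 or more, 0.716 at 500 or more and 0.410 with 1 probe set per gene. Spearman rho was 0.221, 0.251, 0.311 and 0.242 in the same order. The share of probe sets above 2-fold in the same direction that lay on chromosome 6 was 10.7%, and 17.8% with 32 added, 21.3% at 100 or more and 25.4% at 500 or more. Limma called 583 probe sets, 53 without the day length term and 48 to 84 in the leave-one-out fits, which also lack that term and keep 1 array of a genotype, assumed to vary like the other; 645, 681 and 509 were called with 32 added, without the filter and with quantile normalization. The median of the photoperiodic flowering genes under SD condition was -0.12 with 32 added; the cause was not tested. Probe sets above 2-fold in the same direction in both day lengths numbered 1863 higher and 2435 lower in *hd1–3* on the deposited signals, 2137 and 2113 with quantile normalization and 108 and 102 at 500 or more, so an excess of lower ones depends on the setting. Over all results and alternatives, 42 values stayed within 1.5 times (counts), their 95% interval across probe sets (correlations and shares) or their spread (folds and medians), and 40 did not.

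The alternative without values of 0 moves nothing, since no signal is 0. Arrays could not be paired by replicate number, since the groups compared share only replicate number 1; limma paired wild type and *hd1–3* by day length, through its day length term. Signals under 100 limit what can be read for *Hd1* and for most floral organ genes.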

Differences from the paper's values

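The settings that use the cells at 0 of Supplemental Table 1 were chosen only after the results were seen. The paper gives 264 genes above 2-fold in both day lengths, and 7802 probe sets passed here on the deposited signals. The table that the paper cites has 16056 rows, while the count here runs over 57194 probe sets. The counts therefore do not cover the same set, and their gap is not one of processing alone. Of the alternatives set before the data were examined, 500 or more in the brighter array of each pair (218) comes within 1.5 times of the paper's count, while 32 added (1082), quantile normalization (7723), median scaling (7803), 100 or more (715) and 1 probe set per gene (947) do not. The total of 218 can come from other genes than the paper's, as the overlap is not given here. Over the rows of Supplemental Table 1 used here, with the cells it lists at 0 set to 0, 263 passed. This setting was chosen after seeing the values, covers only that part of the table, and drops 1 of the paper's genes. The other cells of these rows equal the deposited signals within 0.1, so the setting rebuilds the table and is no separate check.

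The paper gives 44 genes above 5-fold in both day lengths, against 1234 of the 57194 probe sets here. None of the alternatives set beforehand comes within 1.5 times: 142 with 32 added, 1219 with quantile normalization, 1231 with median scaling, 230 at 100 or more, 105 at 500 or more and 157 with 1 probe set per gene. With the cells at 0 set to 0 over the same rows, chosen after seeing the values, 44 passed, and none of the paper's genes is dropped. This setting rebuilds the paper's table, so the match was fixed in advance. The paper counts genes and the values here count probe sets.

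On the log10 scale of Supplemental Table 1, whose fold columns are labelled log2, the paper's fold of *SDG712* under LD condition is -2.96 and the value here -1.53, with -1.21 with 32 added, -1.50 with quantile normalization and -1.53 with median scaling. For *Hd1* under LD condition the paper's value is -1.96 and the value here -1.15, with -0.51, -1.10 and -1.15 under the same alternatives, and for *Hd3a* under LD condition 2.85 and 2.09, with 1.30, 2.08 and 2.09. Each of these folds rests on a signal below 100 that the table lists at 0, so neither its value nor the paper's has an exact size; with signals under 100 raised to 100, *SDG712* was at least 9.12-fold lower and *Hd3a* at least 7.00-fold higher. None of these alternatives comes within 1 SD of the paper's values, an SD taken here from the difference between SD and LD folds at like signals, as the paper gives no error. With the 0 of the table in place of the deposited signal, chosen after seeing the values, they are -2.96, -1.96 and 2.85, which only rebuilds the table's own values. Under SD condition the values of *SDG712* (-0.904), *Hd1* (-0.365) and *Hd3a* (0.577) equal the paper's to 3 digits.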

Other observations

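The counts outside the probe sets of the paper and the directions on chromosomes 6 and 11 were chosen only after the results were seen. Of 19 photoperiodic flowering genes, 11 were measured; 2 were above 2-fold higher in *hd1–3* in both day lengths (*Hd3a* and *MADS14*) and 2 lower (*Hd1* and *OsLFL1*, which was below 100 on every array). Limma tested 9 of them and called 3, all higher, also adjusted over the list alone; the other was *OsMADS18*, with signals of 3115 and 4370 under SD and 2162 and 4094 under LD condition (adjusted p = 0.0467). Of the 4 probe sets of *MADS14*, 2 were above 2-fold higher in both day lengths with signals under 100 raised to 100, 1 was so only under SD condition, and 1 was below 100 on every array. *OsMADS50*, which promotes flowering, had log2 folds of -0.73 and -0.19 (adjusted p = 0.334), and *Ehd3*, *Ehd4*, *DTH7* and *DTH8* were within 2-fold on the probe sets used. *MADS15* was below 100 on every array, and its 4 probe sets went in different directions. The list's median log2 fold was -0.26 under SD condition (percentile 3.29 of random lists) and -0.06 under LD condition (percentile 36.0).

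Of 6 measured shoot meristem and floral organ genes only *OsMADS1* reached 100 on any array; the medians of the list were -0.28 (percentile 28.5) and 0.38 (percentile 84.0). The 8 clock and light input genes had medians of -0.18 (percentile 3.05) and -0.08 (percentile 13.5), and the 8 SET domain group genes -0.09 (percentile 24.6) and -0.09 (percentile 27.0). Limma called 0 of the 8 clock and light input genes tested, over all genes and adjusted over the list alone, and 0 had an unadjusted p under 0.05. It called 1 floral organ gene, *OsMADS1*, the only one of its list bright enough to be tested.

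Among the probe sets above 2-fold in both day lengths at 100 or more, 513 are not among the probe sets of the 264 rows that pass 2-fold in Supplemental Table 1. Of the 583 limma calls 428 are not. These are counts of probe sets and not of further genes, since a probe set outside the 264 rows can belong to a gene within them. On chromosome 11, 28 of the 40 probe sets above 2-fold in the same direction at 100 or more were higher in *hd1–3*, and on chromosome 6, 29 of 57. In the rows of Supplemental Table 1 that pass 2-fold, 44 of 264 loci are numbered on chromosome 6 and 27 on chromosome 11, and of those that pass 5-fold 13 and 5 of 44.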
